A study of Mus musculus with 6 samples. Its data were reported in "Argonaute proteins orchestrate Meiotic Sex Chromosome Inactivation and timing of the spermatogenic transcriptional program" (2026).

How the data were processed

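Testes of adult wild-type mice and of mice homozygous for the Ago413 deletion were dissociated by the authors, stained with a DNA dye and sorted through a gate meant to keep all germ cells except sperm, and 3 droplet libraries per genotype were made, each from the pooled testes of several mice. Per the labels, replicate 1 of each genotype formed batch 1 and replicates 2 and 3 of each genotype formed batch 2. The libraries come from separate pools of animals, and p-values of tests between libraries measure the spread between pools. Fisher exact tests, and set tests at a preset correlation, compare genes with other genes, and genes are not independent replicates. The authors aligned the reads to mm10 with Cell Ranger and removed estimated free RNA and empty droplets with CellBender. The deposited counts are whole numbers of unique molecular identifiers (UMIs) per gene and cell barcode, without normalisation. The other deposited values per the labels are the barcode and gene lists that name the columns and lines of each matrix. No cell type names come with the counts, so classes were rebuilt here and need not hold the same cells as those of the study.

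The 6 libraries held 32438 barcodes and 391814982 UMIs. Cells with 500 to 9000 genes, at least 1500 UMIs and at most 5% mitochondrial UMIs were kept, which left 23960 cells. Doublets were scored per library with Scrublet as implemented in scanpy 1.11.5. Its automatic threshold marked 0.139% to 2.49% of cells per library, so in place of it the 4.5% of cells with the highest score in each library were removed, 1079 in all, leaving 22881 cells. Counts were scaled to 10000 per cell and log transformed, 3000 highly variable genes were taken after leaving out X-linked, Y-linked, mitochondrially encoded and Argonaute genes, and 25 principal components were used. The neighbour graph took 5 neighbours from each of the 6 libraries, 30 in total, so that every cell had neighbours from each batch, and Leiden clustering (leidenalg 0.10.2) at resolution 1 gave 20 clusters. Sex chromosome and Argonaute genes therefore played no part in forming the clusters. The markers and leading genes that named the clusters were taken from all genes, so sex chromosome genes could count there.

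Clusters were named from marker genes fixed for spermatogonia, leptotene/zygotene, pachytene/diplotene, dividing spermatocytes (M1/M2), round spermatids, elongating spermatids (ES) and 6 kinds of somatic cell. Of the 7 germ cell classes 1 is not reported here, although it counts in totals, in adjusted p-values and in statements over all classes. The class of round spermatids that is reported is called RS2. Each name means cells like that type, and the suffix is left out below. A cluster took the class with the most markers among its 10 leading genes, and the class with the highest mean marker score where these were equal. It also needed 3 markers detected in at least 0.1 of its cells. This rule replaced an earlier wording after clusters 5, 17 and 19 had been seen to remain unnamed, so it was settled with the clusters in view. Clusters 6, 12 and 18 stayed unnamed because their cells held few UMIs for their library and no marker was among their leading genes. They made up 9.56% of kept cells in wild type and 13.51% in knockout, as a mean over 3 libraries each. Somatic cells, left out of all comparisons, were 2.57% and 1.38%. Some classes drew on different clusters in the 2 genotypes. Clusters 13 and 15 of M1/M2 were larger in wild type, and cluster 16 of pachytene/diplotene was larger in knockout.

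Counts were summed per library and class wherever the library had at least 20 cells of the class, since the library and not the cell is the replicate. Each class was tested with edgeR 4.0.16 (R 4.3.3), using TMM normalisation, a quasi-likelihood fit with batch and genotype as terms, and genes reaching 10 counts in 3 or more libraries. A gene was called at an adjusted p (Benjamini-Hochberg) below 0.05 with an absolute log2 fold change above 0.5. All fold changes are knockout relative to wild type, followed by their standard error, and levels scaled to library size (CPM) in the text are means over 3 libraries with their standard deviation (SD). All tests were two-sided, except the Fisher exact tests over windows of 10 Mb, which asked only for an excess of calls. DESeq2 1.42.0, the tool of the study, was run as an alternative. Gene groups were tested with camera in limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, on lists with at least 5 tested genes. The difference given for a list is its mean log2 fold change minus that of all other genes. The X-linked genes were adjusted over the 7 classes, and the fixed lists over all 124 tests. Of 26 fixed lists, 20 reached 5 tested genes in some class; the 6 lists of somatic markers did not and gave no test. Marker lists that the study had chosen on these wild-type libraries were a family of 44 tests, and a list of genes of meiotic cell cycle regulation was tested in 3 classes. The lists, tests and alternatives were fixed before the data were examined, except for the fit on batch 2 alone and most of the tests of technical explanations, which were added after the results had been seen and are named in the closing section.

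The X to autosome ratio was the mean CPM over 719 X-linked genes divided by that over 20294 autosomal genes, with the 1215 genes of chromosome 9 against the other autosomes as a control. Ratios and cell shares were compared by an exact permutation test over the 20 assignments of 6 libraries, whose smallest p is 0.1. Gene positions come from GENCODE M21 on GRCm38, the same build as mm10; 32235 of 32285 gene identifiers matched, and 20845 had a 3′ UTR in which seed sites of 8 miRNA families and 40 control sites were searched. Genes were named by rule: Ago1 to Ago4, the 10 called genes with the largest rise and the 10 with the largest fall among those with at least 20 CPM in either genotype and no overlap between libraries, up to 4 members with the smallest p of each list that passed, up to 2 of a list that did not, and Zp3r, Adam4 and Acrv1, which the study followed up. Where a group had no counts, a fold was given against a floor of 3 counts over the group, and with few counts the ratio has a 95% counting interval. Both cover counting error only.

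Replicate numbers were checked for pairing by correlating the deviations of equally numbered libraries from their group means. All 3 correlations were above 0.1 in spermatogonia (0.202, 0.414 and 0.257), leptotene/zygotene cells (0.22, 0.123 and 0.157) and RS2 (0.461, 0.345 and 0.273), where the fit with replicate number as a block is given beside a count it moves. The blocked counts had been seen before this reading was settled. Over all germ cells they were 0.636, 0.151 and 0.434, but in the other classes not all were above 0.1 (0.0319, 0.271 and -0.0301 in pachytene/diplotene cells, 0.0401, 0.169 and -0.141 in M1/M2, -0.0735, 0.0676 and 0.0785 in ES), so pairing is left open in these and both counts are given. No library was a copy of another: the chi-square per degree of freedom between libraries of a group was 50.9 to 126.8. The tests were tried on simulated counts with 200 changed genes. Of those changed by a log2 of 1, 46.7% to 68.4% were recovered per class, and of those changed by a log2 of 2, 89.2% to 100%, with 7 to 14 false calls. Alternatives covered the cell filter, doublet removal, clustering, normalisation, gene filter, batch term, replicate block, tool and leaving out each library, and their effect is given in the closing section. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, anndata 0.12.19 and matplotlib 3.10.9.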

Results

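The series holds 3 wild-type and 3 Ago413-/- libraries of sorted testis cells from adult mice, each a pool of several animals. After filtering, wild-type replicates 1 to 3 gave 2749, 4027 and 4584 cells at a median of 26488, 9137 and 6862.5 UMIs per cell, and knockout replicates 1 to 3 gave 3284, 2944 and 5293 cells at 19466.5, 6139 and 7730. Replicate 1 of each genotype is batch 1 and was the deepest. The germ cell classes reported are 1142 spermatogonia, 1638 leptotene/zygotene cells, 2665 pachytene/diplotene cells, 3427 M1/M2 cells (dividing and possibly diplotene spermatocytes), 5636 round spermatids (RS2) and 852 elongating spermatids (ES). These are classes of cells like the named type, called from markers, and every fold change is a log2 value of knockout over wild type with its standard error.

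Ago1, which lies wholly inside the deletion, was nearly absent from the knockout. Over all germ cells, wild-type replicates 1 to 3 held 114, 122 and 166 Ago1 UMIs and the knockout replicates 0, 1 and 3, which matches the genotype labels of all 6 libraries. That is a ratio of 78.6 with a counting interval of 30.4 to 290. By class, wild type and knockout held 139 and 3 UMIs in spermatogonia (ratio 114, interval 38.4 to 562), 60 and 0 in leptotene/zygotene cells (at least 36.9-fold lower), 122 and 0 in pachytene/diplotene cells (at least 31.4-fold), 49 and 1 in M1/M2 (ratio 29.4, interval 5.04 to 1190) and 9 and 0 in RS2 (at least 2.86-fold). The 0 groups are set against a floor of 3 counts, and Ago1 gave no UMI in either genotype in ES.

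Ago3, whose 3′ part lies outside the deletion, was lower in early and higher in later knockout classes. It fell in spermatogonia (-3.55 ± 0.13, adjusted p = 3.92e-05, 231 ± 26.4 to 19.7 ± 0.203 CPM) and in leptotene/zygotene cells (-2.62 ± 0.14, adjusted p = 1.25e-05, 207 ± 27 to 33.7 ± 2.63 CPM). It rose in pachytene/diplotene cells (1.42 ± 0.11, adjusted p = 0.0198, 60 ± 4.82 to 161 ± 17.1 CPM) and in M1/M2 (2.92 ± 0.20, adjusted p = 0.00667, 7.81 ± 1.24 to 60.3 ± 12.8 CPM). These and the following values are from the edgeR test of 3 against 3 libraries. Ago4 fell in pachytene/diplotene cells (-1.09 ± 0.09, adjusted p = 0.0228, 68.5 ± 2.94 to 32.2 ± 1.42 CPM). It did not pass in spermatogonia (-0.02, adjusted p = 0.997), leptotene/zygotene cells (-0.25, adjusted p = 0.38) or M1/M2 (-0.44, adjusted p = 0.157). Ago2, the remaining family member on chromosome 15, fell in leptotene/zygotene cells (-0.73 ± 0.20, adjusted p = 0.0476, 144 ± 43.2 to 83.9 ± 11.3 CPM). Ago2 did not pass in spermatogonia (0.69 ± 0.32, adjusted p = 0.832), pachytene/diplotene cells (0.13, adjusted p = 0.313) or M1/M2 (0.05, adjusted p = 0.877). Whether these changes differ between classes was not tested. Tags of Ago3 and Ago4 can come from sequence outside the deletion, and counts per gene do not show where a tag lay, so neither gene checks the labels or gives the amount of protein. Per the paper, the knockout allele still makes Ago3 and Ago4 mRNA, with premature stop codons. Knockout counts of both genes therefore describe the altered allele, and their changes cannot be read as regulation of intact Ago3 or Ago4.

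**Figure D1:**
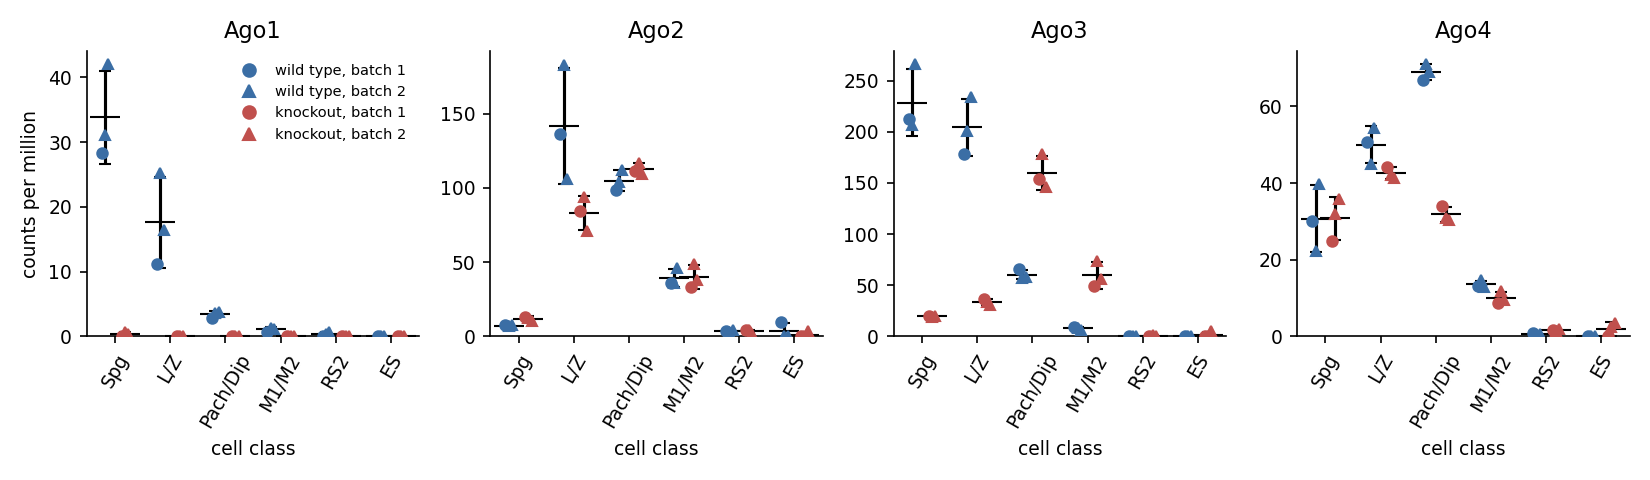
Ago1, Ago2, Ago3 and Ago4 in 6 germ cell classes of wild-type and knockout libraries, in CPM; each point is a library (circle batch 1, triangle batch 2), the line its mean and the bar the SD. Ago1 lies at or near 0 in every knockout library, while Ago3 is lower in knockout spermatogonia and leptotene/zygotene cells and higher in knockout pachytene/diplotene cells and M1/M2.

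Early germ cells made up a larger share of the knockout libraries. Leptotene/zygotene cells were 4.16 ± 1.9% (SD, n = 3) of germ cells in wild type and 11.8 ± 2.41% in knockout, a ratio of 2.84, and spermatogonia were 3.07 ± 1.08% and 7.54 ± 2.91%, a ratio of 2.46. All 3 knockout libraries lay above all 3 wild-type libraries in each case: 9.13, 12.46 and 13.81% against 3.45, 2.72 and 6.32% for leptotene/zygotene cells, and 5.75, 5.98 and 10.89% against 1.93, 3.19 and 4.08% for spermatogonia. The exact permutation p was 0.1 for both, the smallest that 20 assignments allow (adjusted p = 0.35). The differences were 5.68 and 8.62 percentage points in batch 1 and batch 2 for leptotene/zygotene cells, and 3.81 and 4.81 for spermatogonia. Tested as cell counts in edgeR, the log2 changes were 1.346 for leptotene/zygotene cells and 1.183 for spermatogonia, each with an adjusted p of 0.0432. M1/M2 cells went from 19.56 ± 4.86% to 13.55 ± 3.47% (exact p = 0.2), pachytene/diplotene from 12.87 ± 4.18% to 13.79 ± 3.0% (p = 0.8), RS2 from 30.54 ± 6.61% to 26.86 ± 4.94% (p = 0.7) and ES from 4.8 ± 2.94% to 4.41 ± 0.96% (p = 1.0). Shares follow a sort gate and always add to the whole, so they do not give cell numbers per testis.

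**Figure D2:**
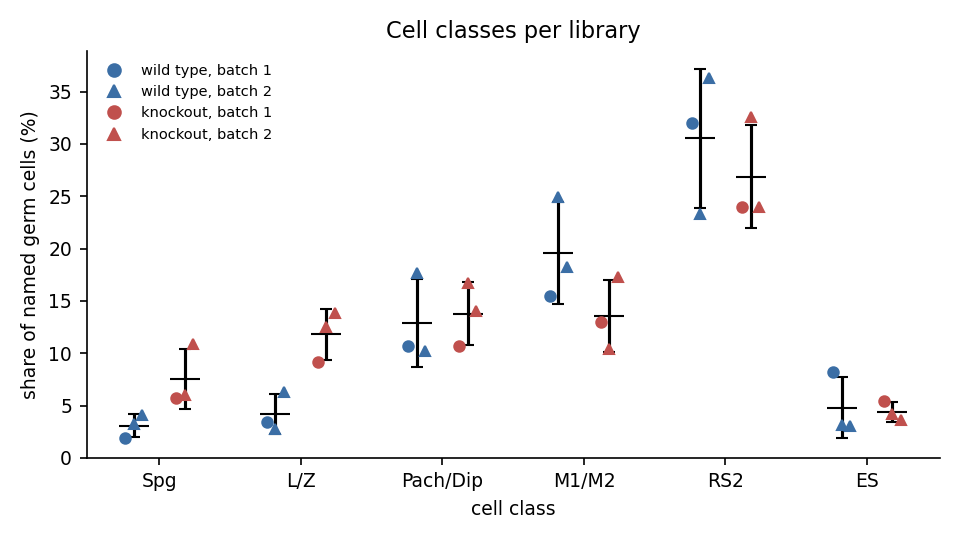
Share of germ cells in 6 classes, in percent, for wild-type and knockout libraries; each point is a library (circle batch 1, triangle batch 2), the line its mean and the bar the SD. Leptotene/zygotene cells lie at 2.72 to 6.32% in wild type and 9.13 to 13.81% in knockout.

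X-linked RNA was higher in knockout leptotene/zygotene cells and M1/M2 cells. In leptotene/zygotene cells the X to autosome ratio was 0.413 ± 0.0846 (SD, n = 3) in wild type and 0.646 ± 0.0376 in knockout, higher by 56.4%, with libraries at 0.3284, 0.4132 and 0.4976 against 0.6026, 0.6649 and 0.6701. In M1/M2 it was 0.0601 ± 0.0102 and 0.103 ± 0.008, higher by 70.6%. Clusters 13 and 15 of M1/M2 were larger in wild type. With stages balanced, the log2 shift of X-linked genes in M1/M2, given below, fell from 0.689 to 0.261. The ratio in wild type was lowest in pachytene/diplotene cells, where the X is silenced, at 0.0072 ± 0.0027 against 0.01 ± 0.0027 in knockout (exact p = 0.5). Knockout exceeded wild type by 18.9% in RS2 (0.463 ± 0.0354 to 0.551 ± 0.03) and by 17% in ES (0.303 ± 0.0374 to 0.355 ± 0.0054), while spermatogonia (0.670 ± 0.0217 to 0.688 ± 0.0075) overlapped between genotypes. Libraries were spread unevenly over subclusters of RS2. A subcluster held 240, 20 and 291 wild-type cells against 17, 105 and 7 knockout cells, and another 0, 90 and 9 against 21, 31 and 230. In ES the genotypes differ in subclusters as well: one held 195, 0 and 90 wild-type cells against 7, 24 and 3 knockout cells, the other 0, 113 and 32 against 143, 78 and 162. Wild-type replicate 2, found only in the latter, had a ratio of 0.346, next to the knockout libraries at 0.3486 to 0.358, and ES could not be balanced by stage. The exact permutation p was 0.1, the smallest possible, in leptotene/zygotene cells, M1/M2, RS2 and ES (adjusted p = 0.175) and 0.2 in spermatogonia (adjusted p = 0.233). Within batch 1 and batch 2 the difference was 0.274 and 0.212 in leptotene/zygotene cells, 0.0495 and 0.0389 in M1/M2, 0.0916 and 0.0855 in RS2, 0.0809 and 0.0368 in ES, 0.0342 and 0.0103 in spermatogonia and 0.0017 and 0.0033 in pachytene/diplotene cells. The same ratio for chromosome 9 also separated the genotypes in leptotene/zygotene cells (1.02 to 1.03) and pachytene/diplotene cells (0.937 to 0.947), but by 0.9% and 1.1% (exact p = 0.1, adjusted p = 0.35).

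**Figure D3:**
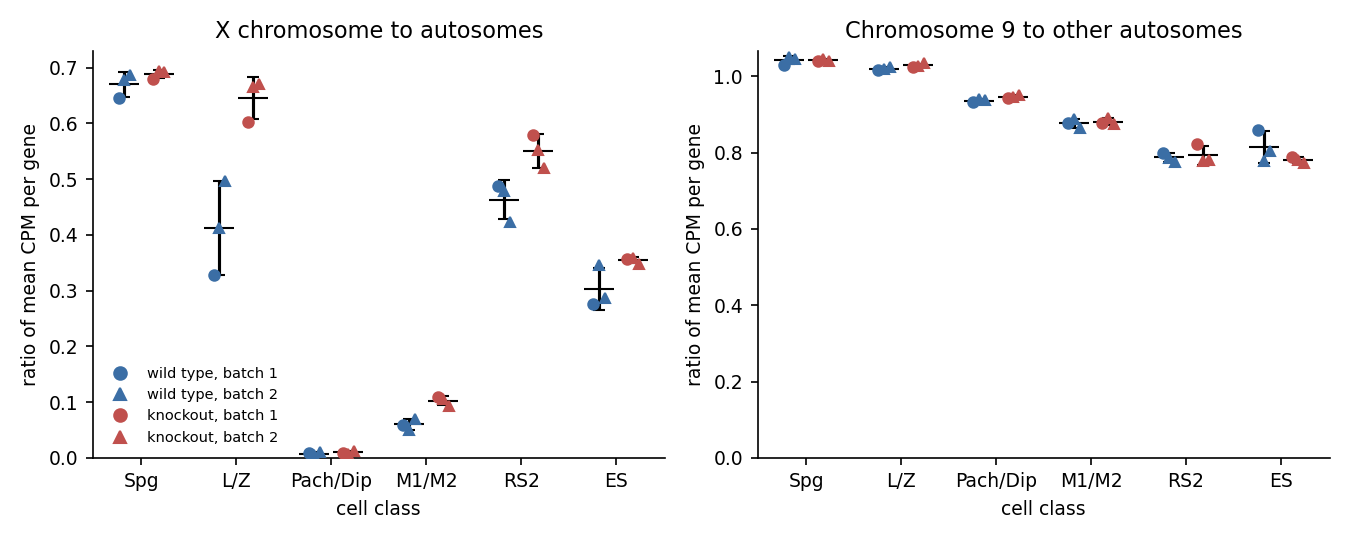
Ratio of mean X-linked to mean autosomal expression (no unit) in 6 germ cell classes of wild-type and knockout libraries; each point is a library (circle batch 1, triangle batch 2), the line its mean and the bar the SD. In leptotene/zygotene cells the knockout libraries lie at 0.6026 to 0.6701, above the wild-type libraries at 0.3284 to 0.4976.

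As a set, X-linked genes rose against the other genes in leptotene/zygotene cells (362 genes, mean difference 0.73, camera adjusted p = 1.8e-41) and in M1/M2 (315 genes, 0.69, adjusted p = 4.16e-28), with adjusted p = 0.149 and 0.188 with an estimated correlation. Of the X-linked genes, 110 were called in leptotene/zygotene cells, all of them higher in knockout, which is 30.39% against 5.219% of autosomal genes (odds ratio 7.92, Fisher exact p = 1.02e-48). In M1/M2, 49 rose (Fisher exact p = 6.09e-19). Both Fisher tests count genes and not libraries. Adjusted over the X-linked genes alone, 180 rose in leptotene/zygotene cells and 153 in M1/M2. RS2 (268 genes, 0.11, adjusted p = 0.00216) shifted upward as a set without a called X-linked gene (adjusted p = 0.189 with an estimated correlation), and adjusted over the X-linked genes alone 1 fell in RS2. In camera on the edgeR fit the RS2 shift did not pass without the low-count filter (-0.029, adjusted p = 0.325), without doublet removal (0.105, adjusted p = 0.0908) or at clustering resolution 0.5 (0.094, adjusted p = 0.122). In pachytene/diplotene cells 77 X-linked genes passed the count filter (0.39, adjusted p = 0.0225, adjusted p = 0.625 with an estimated correlation), and 4 rose. X-linked genes were not called more often than autosomal ones in this class (5.195% against 6.735%, odds ratio 0.7587, Fisher exact p = 0.819). There the shift in camera on the edgeR fit was 0.097 (adjusted p = 0.254) without wild-type replicate 2, 0.195 (adjusted p = 0.0958) without knockout replicate 3 and 0.879 without wild-type replicate 3. Spermatogonia (407 genes, 0.06, adjusted p = 0.0596) and ES (47 genes, 0.06, adjusted p = 0.186) did not pass. In batch 2 alone the shifts were 0.02 in spermatogonia, 0.56 in leptotene/zygotene cells, 0.55 in pachytene/diplotene cells, 0.64 in M1/M2, 0.16 in RS2 and 0.04 in ES. Stages were balanced by giving each subcluster with cells in every library the same share of its class in all libraries. The shifts were then 0.0824 in spermatogonia, 0.822 in leptotene/zygotene cells and 1.125 in pachytene/diplotene cells (16 genes left to test). They were 0.261 in M1/M2 and 0.187 in RS2.

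The X-linked share of UMIs depends on stage within leptotene/zygotene cells. Over all cells of the class it was 1.398% in wild type and 2.202% in knockout (means over 3 libraries, log2 difference 0.674, exact p = 0.1). Ordered by a score built from autosomal genes and divided into 5 bins, the share was 2.65% against 2.703% in the earliest bin, 2.982% against 2.887% in bin 2, 2.317% against 3.053% in bin 3, 1.776% against 2.087% in bin 4 and 0.343% against 0.664% in the latest bin, with exact p of 0.5, 0.5, 0.2, 0.3 and 0.2. The score set autosomal pachytene markers of the study against its spermatogonial markers, both chosen on these wild-type libraries. The log2 difference averaged 0.307 over the bins. Only the latest bin had 20 or more cells in every library, and there it was 0.893.

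**Figure D4:**
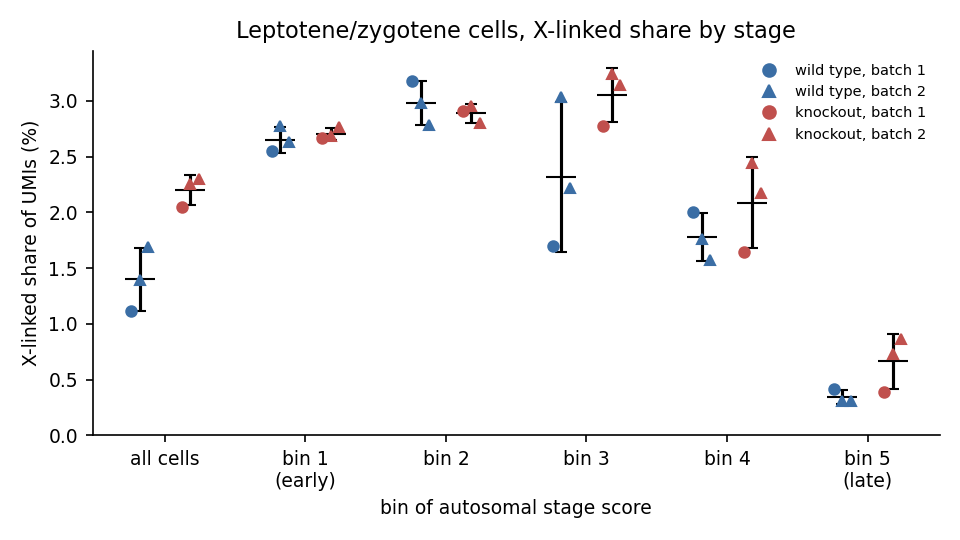
Share of UMIs from X-linked genes, in percent, in leptotene/zygotene cells as a whole and in 5 bins of an autosomal stage score; each point is a library (circle batch 1, triangle batch 2), the line its mean and the bar the SD. The share drops in the latest bin, where wild type lies at a mean of 0.343% and knockout at 0.664%.

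Named X-linked genes of leptotene/zygotene cells span housekeeping and germ cell functions. The housekeeping list rose (41 genes, 0.68, adjusted p = 5.18e-20, adjusted p = 0.598 with an estimated correlation), with 19 of its genes called over all genes and 26 adjusted over the list alone. Among them were the ribosomal protein genes Rpl10 (1.47 ± 0.26, adjusted p = 0.0106), Rpl36a (1.14 ± 0.15, adjusted p = 0.00337, 39.8 ± 4.39 to 86.1 ± 3.64 CPM) and Rpl39 (0.97 ± 0.14, adjusted p = 0.0041), and the ubiquitin ligase Huwe1 (0.69 ± 0.11, adjusted p = 0.00826, 177 ± 24.7 to 288 ± 18.5 CPM). The complex I gene Ndufb11 (1.17 ± 0.20, adjusted p = 0.00953), also on the X, rose as well. X-linked genes of spermatids rose (10 genes, 0.72, adjusted p = 1.5e-07, adjusted p = 0.675 with an estimated correlation), 7 of them called over all genes and 7 adjusted over the list alone, including 1700013H16Rik (0.90 ± 0.13, adjusted p = 0.00481) and Taf7l (0.73 ± 0.15, adjusted p = 0.0207, 287 ± 107 to 457 ± 58.9 CPM). The Y-linked list rose too (8 genes, 0.73, adjusted p = 1.09e-07, adjusted p = 0.598 with an estimated correlation), 5 called over all genes and 6 over the list alone. Its members Zfy2 (0.84 ± 0.15, adjusted p = 0.0123, 185 ± 58.2 to 316 ± 23 CPM), Ddx3y (0.79 ± 0.15, adjusted p = 0.0131), Eif2s3y (0.61 ± 0.12, adjusted p = 0.0169) and Usp9y (0.82 ± 0.17, adjusted p = 0.0181) had the smallest p. All p-values here are from edgeR or camera on 3 against 3 libraries.

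Leptotene/zygotene cells had 601 called genes among 9527 tested in edgeR, 266 higher and 335 lower in knockout. Among the largest autosomal rises were Gm8797 (3.96 ± 0.35, adjusted p = 0.000538, 33.1 ± 19.4 to 593 ± 238 CPM), Gm11639 (1.77 ± 0.22, adjusted p = 0.00304), Sgf29 (1.72 ± 0.36, adjusted p = 0.0209), Pttg1ip (1.43 ± 0.30, adjusted p = 0.0207) and Gnpda2 (1.39 ± 0.24, adjusted p = 0.0103). Among the largest falls were Pou6f1 (-3.00 ± 0.37, adjusted p = 0.00304, 21.9 ± 1.88 to 2.77 ± 0.756 CPM), Sh3gl3 (-2.83 ± 0.22, adjusted p = 0.000229, 95.7 ± 24.5 to 13.4 ± 4.35 CPM), Sord (-2.64 ± 0.34, adjusted p = 0.00336, 34.4 ± 20.3 to 5.23 ± 4.3 CPM) and Tcp11 (-2.26 ± 0.29, adjusted p = 0.00336). In each of these all 3 knockout libraries lay on one side of all 3 wild-type libraries, which 27.37% of tested genes did and 10% would by chance. Genes of the piRNA pathway fell (8 of 20 called, adjusted p = 1.5e-07 as a set and 0.598 with an estimated correlation), with Piwil1 (-1.80 ± 0.29, adjusted p = 0.0068, 74.7 ± 31 to 20.9 ± 11 CPM), Tdrd9 (-0.83 ± 0.12, adjusted p = 0.00437, 315 ± 32.9 to 177 ± 16.1 CPM), Mov10l1 (-0.57 ± 0.11, adjusted p = 0.0166) and Piwil2 (-0.51 ± 0.11, adjusted p = 0.0234). The crossover regulator Cntd1 (-1.07 ± 0.13, adjusted p = 0.00304, 233 ± 36.8 to 110 ± 10.2 CPM) and H2afx (-0.89 ± 0.11, adjusted p = 0.00304, 327 ± 36.3 to 176 ± 8.27 CPM) fell as well. In contrast Prdm9 (0.98 ± 0.18, adjusted p = 0.0117, 44.2 ± 16.1 to 82.7 ± 12.9 CPM), which sets recombination sites early in prophase, rose with the axis and synapsis genes Smc1b (0.54 ± 0.12, adjusted p = 0.0224, 798 ± 165 to 1140 ± 83 CPM) and Syce2 (0.58 ± 0.12, adjusted p = 0.0219). DESeq2 called 460 genes, 2226 genes had an unadjusted p below 0.05, and the fit blocked on replicate number called 603. Without wild-type replicate 1, 2 or 3 the count was 203, 351 or 675, and without knockout replicate 1, 2 or 3 it was 184, 236 or 146. Clustering at resolution 0.5 gave 21, and ordinary neighbours gave 1.

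Lists passed in 43 of 124 tests over all 7 classes, and 0 passed with an estimated correlation. In leptotene/zygotene cells, lists of sperm structures, retrogenes and the piRNA pathway fell and that of synapsis rose. The median stage score of the class was 1.219, 1.067 and 0.74 in wild-type replicates 1 to 3 and 0.678, 0.831 and 0.727 in the knockout replicates. It set autosomal pachytene markers of the study against spermatogonial ones, so cells of wild-type replicates 1 and 2 scored later. Both marker lists moved with genotype in this class (-0.46 and 0.21), so the score cannot tell stage from a knockout effect on these genes. Each list below also passed with stages balanced, although that balance is coarse in this class. Flagellum genes fell (17 genes, -0.86, adjusted p = 2.27e-08, adjusted p = 0.598 with an estimated correlation, 9 called, 10 over the list alone). Its members with the smallest p were Spag16 (-1.59 ± 0.23, adjusted p = 0.00481, 272 ± 95.8 to 88.5 ± 26.6 CPM), Ropn1l (-1.13 ± 0.18, adjusted p = 0.00585), Ccdc39 (-1.28 ± 0.24, adjusted p = 0.0131) and Dnah8 (-1.08 ± 0.21, adjusted p = 0.0144, 183 ± 60.7 to 83 ± 10.6 CPM). Acrosome genes fell (7 genes, -0.78, adjusted p = 0.0124, adjusted p = 0.675 with an estimated correlation, 3 called, 3 over the list alone). These were Adam2 (-1.11 ± 0.22, adjusted p = 0.0174, 153 ± 49.2 to 68.7 ± 14.6 CPM), Spata16 (-1.26 ± 0.28, adjusted p = 0.0261) and Adam5 (-1.84 ± 0.45, adjusted p = 0.0338). Autosomal retrogenes that stand in for silenced X-linked parents fell (8 genes, -0.48, adjusted p = 0.000171, adjusted p = 0.598 with an estimated correlation, 3 called, 4 over the list alone). Called were Rbmxl2 (-0.77 ± 0.10, adjusted p = 0.00386, 473 ± 30.5 to 278 ± 2.4 CPM), Tktl2 (-1.08 ± 0.17, adjusted p = 0.00585) and Rpl10l (-1.04 ± 0.19, adjusted p = 0.0133, 53.3 ± 15.1 to 25.4 ± 2.13 CPM). The X-linked parent of the last, Rpl10, rose. The piRNA pathway fell (20 genes, -0.49, adjusted p = 1.5e-07, adjusted p = 0.598 with an estimated correlation, 8 called, 11 over the list alone). Synaptonemal complex and axis genes rose (13 genes, 0.27, adjusted p = 0.00652, adjusted p = 0.675 with an estimated correlation, 2 called, 2 over the list alone). Ribosomal protein genes rose too (82 genes, 0.32, adjusted p = 4.03e-08, adjusted p = 0.716 with an estimated correlation, 9 higher and 1 lower, 13 and 1 over the list alone). Mitochondrially encoded genes fell (13 genes, -0.81, adjusted p = 1.28e-07, adjusted p = 0.675 with an estimated correlation, 7 called, 9 over the list alone), with mt-Nd4 (-1.24 ± 0.22, adjusted p = 0.00968) and mt-Cytb (-1.51 ± 0.28, adjusted p = 0.0132).

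**Figure D5:**
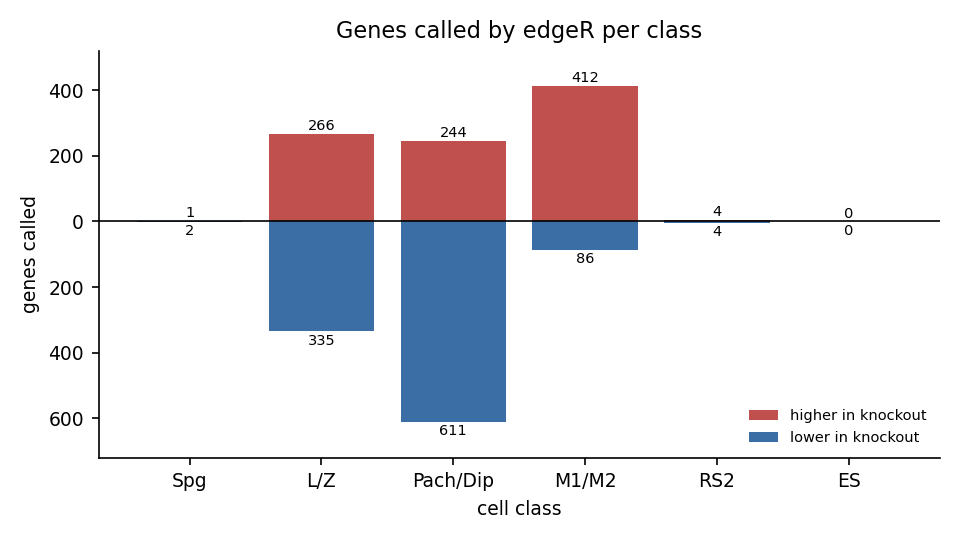
Number of genes called higher (rose) and lower (fell) in knockout in 6 germ cell classes, as bars, at an adjusted p below 0.05 and an absolute log2 fold change above 0.5 in 3 against 3 libraries. Calls are concentrated in leptotene/zygotene cells (266 and 335), pachytene/diplotene cells (244 and 611) and M1/M2 (412 and 86).

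Pachytene/diplotene cells of the knockout held more RNA of early prophase genes and less of later ones. The class differed in make-up between genotypes. A subcluster held 141, 178 and 165 wild-type cells against 41, 17 and 40 knockout cells. Cluster 16, with Hist1h2ba and H2afx among its 10 leading genes, held 27, 83 and 56 against 65, 133 and 238. Values of single genes in this class are given without stages balanced. Of 12708 tested genes 855 were called in edgeR, 244 higher and 611 lower in knockout. Among the largest rises were the recombinase gene Dmc1 (1.84 ± 0.37, adjusted p = 0.0428, 7.8 ± 3.85 to 28.2 ± 9.42 CPM), Rad51ap2 (1.83 ± 0.35, adjusted p = 0.041, 11.8 ± 3.92 to 42.8 ± 17.5 CPM), the early germ cell factor Sohlh2 (1.55 ± 0.27, adjusted p = 0.0409, 8.09 ± 2.45 to 23.5 ± 5.47 CPM), Mdk (1.61 ± 0.31, adjusted p = 0.041), Tsen34 (1.57 ± 0.25, adjusted p = 0.0409), Cap1 (1.41 ± 0.16, adjusted p = 0.035, 49.7 ± 7.46 to 133 ± 28 CPM) and again Gm8797 (4.24 ± 0.52, adjusted p = 0.035, 105 ± 59.5 to 2000 ± 777 CPM). The largest falls included Tekt2 (-2.33 ± 0.33, adjusted p = 0.0409, 46.4 ± 8.83 to 9.35 ± 4.89 CPM), which lies beside the deleted locus, the testis glycolysis retrogene Pgk2 (-1.93 ± 0.41, adjusted p = 0.0438, 35.2 ± 15.2 to 9.17 ± 4.99 CPM), Mllt11 (-1.92 ± 0.29, adjusted p = 0.0409), Mxra8 (-1.96 ± 0.30, adjusted p = 0.0409) and Chrne (-1.90 ± 0.32, adjusted p = 0.0409). The meiotic kinase Aurkc (-1.47 ± 0.24, adjusted p = 0.0409, 24.4 ± 7.03 to 8.69 ± 1.4 CPM) also fell. The Y-linked Zfy1 (2.10 ± 0.59, adjusted p = 0.0666) and Zfy2 (1.85 ± 0.53, adjusted p = 0.0687), which kill pachytene cells when they escape silencing, were higher without passing. DESeq2 called 1381 genes, the fit blocked on replicate number called 1401, 4131 had an unadjusted p below 0.05, and 41.5% of genes did not overlap between genotypes against 10% by chance. Named calls here have adjusted p close to 0.05, and without wild-type replicate 1, 2 or 3 the count was 0, 16 or 2, and without knockout replicate 1, 2 or 3 it was 0, 4 or 31. Clustering at resolution 0.5 gave 24.

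Lists passed in pachytene/diplotene cells in both directions. With stages balanced, lists of recombination (0.51), synapsis (0.37), acrosome (-0.47) and flagellum genes (-0.31) still passed at the preset correlation. So did those of sex body signalling (0.31) and miRNA machinery (0.29), while other lists named below did not. The list values that follow in this paragraph are without that balance. Recombination genes rose (30 genes, 0.47, adjusted p = 3.95e-05, adjusted p = 0.675 with an estimated correlation, 5 called, 6 over the list alone), with Msh5 (0.64 ± 0.11, adjusted p = 0.0409) and Msh4 (0.67 ± 0.16, adjusted p = 0.0486). Synaptonemal complex and axis genes rose (12 genes, 0.47, adjusted p = 0.000177, adjusted p = 0.675 with an estimated correlation, 3 called, 5 over the list alone). These were Sycp1 (0.69 ± 0.13, adjusted p = 0.041, 1210 ± 139 to 1960 ± 238 CPM), Sycp3 (0.66 ± 0.15, adjusted p = 0.0455, 871 ± 66.7 to 1380 ± 245 CPM) and Syce2 (0.83 ± 0.18, adjusted p = 0.044). Genes of sex body and DNA damage signalling rose (24 genes, 0.25, adjusted p = 0.0154, adjusted p = 0.716 with an estimated correlation, 2 called, 2 over the list alone), with H2afx (0.71 ± 0.14, adjusted p = 0.0426, 224 ± 19.4 to 367 ± 62.9 CPM) and Rad1 (0.59 ± 0.13, adjusted p = 0.0453). The p53 target list rose (19 genes, 0.36, adjusted p = 0.0215, adjusted p = 0.675 with an estimated correlation, 2 called, 3 over the list alone), through the apoptosis genes Pmaip1 (1.35 ± 0.20, adjusted p = 0.0409, 5.91 ± 0.235 to 15.1 ± 3.41 CPM) and Siva1 (0.79 ± 0.16, adjusted p = 0.0424). Genes of the miRNA machinery rose (25 genes, 0.24, adjusted p = 0.0245, adjusted p = 0.675 with an estimated correlation, 1 called, 2 over the list alone), with Cnot8 (0.57 ± 0.11, adjusted p = 0.0426) called and Dicer1 (0.95 ± 0.23, adjusted p = 0.05) not. Chromatin condensation genes (8 genes, 0.60, adjusted p = 0.0177, adjusted p = 0.675 with an estimated correlation, 2 called, 2 over the list alone) rose with Hist1h2ba (1.33 ± 0.22, adjusted p = 0.0409). Acrosome genes fell (13 genes, -0.52, adjusted p = 1.16e-06, adjusted p = 0.675 with an estimated correlation, 4 called, 6 over the list alone), with Adam3 (-1.05 ± 0.18, adjusted p = 0.0409, 261 ± 49.1 to 125 ± 34 CPM) and Zpbp2 (-1.09 ± 0.19, adjusted p = 0.0409). Flagellum genes fell as well (30 genes, -0.27, adjusted p = 2.39e-05, adjusted p = 0.716 with an estimated correlation, 3 called, 7 over the list alone), with Catsperz (-0.93 ± 0.17, adjusted p = 0.0409, 704 ± 31.6 to 369 ± 82.6 CPM), Qrich2 (-0.85 ± 0.16, adjusted p = 0.041) and Rsph6a (-1.0 ± 0.22, adjusted p = 0.0445).

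General cell functions also moved in pachytene/diplotene cells, but not with stages balanced: proteasome 0.02 (adjusted p = 0.903), ribosomal protein 0.09 (adjusted p = 0.49) and oxidative phosphorylation genes 0.06 (adjusted p = 0.812). The p53 targets (0.29, adjusted p = 0.0551) and chromatin condensation genes (0.40, adjusted p = 0.243) did not pass under that balance either. Proteasome genes rose (35 genes, 0.24, adjusted p = 0.00706, adjusted p = 0.755 with an estimated correlation, 3 called, 3 over the list alone): Psmb2 (0.65 ± 0.14, adjusted p = 0.0434), Psmb3 (0.70 ± 0.15, adjusted p = 0.0445) and Psma2 (0.63 ± 0.14, adjusted p = 0.0452). Ribosomal protein genes (81 genes, 0.31, adjusted p = 9.97e-05, adjusted p = 0.741 with an estimated correlation) rose as a set with 0 called, and nuclear oxidative phosphorylation genes (84 genes, 0.29, adjusted p = 0.000242, adjusted p = 0.716 with an estimated correlation) rose with 1 called and 0 over the list alone. Mitochondrially encoded genes fell (13 genes, -0.99, adjusted p = 0.000916, adjusted p = 0.716 with an estimated correlation, 1 called, 9 over the list alone), with mt-Cytb (-1.77 ± 0.41, adjusted p = 0.0479). Mitochondrial UMIs were at a median of 0% of a cell's UMIs in 4 libraries, 0.0743% in wild-type replicate 2 and 0.00519% in knockout replicate 3.

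M1/M2 cells of the knockout held more RNA of spermatid genes. Clusters 2 and 15 of this class were led by Ccna1 and Pou5f2. The paper uses both genes to mark diplotene as well as dividing spermatocytes, so the class may hold diplotene cells. In M1/M2, 498 of 14152 tested genes were called in edgeR, 412 higher and 86 lower. Among the largest rises were Gm8797 (4.33 ± 0.44, adjusted p = 0.0156, 103 ± 56.1 to 2090 ± 853 CPM), the X-linked Slxl1 (1.60 ± 0.21, adjusted p = 0.022, 101 ± 28.6 to 305 ± 42.2 CPM), the testis kinase Tssk3 (1.58 ± 0.15, adjusted p = 0.0123, 7.16 ± 0.791 to 21.6 ± 2.95 CPM), the dynein light chain Dynll2 (1.53 ± 0.21, adjusted p = 0.0242, 27.4 ± 6.36 to 81 ± 26.7 CPM) and Fam183b (1.53 ± 0.14, adjusted p = 0.0123). Falls included Adh4 (-1.76 ± 0.20, adjusted p = 0.0158, 23.4 ± 2.16 to 7.31 ± 2.41 CPM), Hdac1 (-0.94 ± 0.10, adjusted p = 0.0156, 216 ± 13.1 to 112 ± 7.23 CPM), Anp32b (-1.09 ± 0.16, adjusted p = 0.0258), Dapp1 (-0.81 ± 0.09, adjusted p = 0.0158), Vamp5 (-0.80 ± 0.11, adjusted p = 0.0258) and Lemd2 (-0.78 ± 0.13, adjusted p = 0.0327). Tssk3 and Hdac1 lie within 20 Mb of the Argonaute locus on chromosome 4. Adh4 and Dapp1 lie on chromosome 3 between 130 and 140 Mb, where calls were also frequent. The acrosome genes Zp3r and Acrv1, which the study followed up, lay just short of the threshold, Zp3r (0.84 ± 0.19, adjusted p = 0.0525, 25.9 ± 6.91 to 46 ± 3.02 CPM) and Acrv1 (0.85 ± 0.21, adjusted p = 0.0654, 61.6 ± 17.5 to 111 ± 16.5 CPM), and Adam4 had too few counts there. DESeq2 called 1103 genes, the fit blocked on replicate number called 86, 3455 had an unadjusted p below 0.05, and 31.74% did not overlap against 10% by chance. Without wild-type replicate 1, 2 or 3 the count was 1, 2 or 2172, and without knockout replicate 1, 2 or 3 it was 1, 0 or 148. Clustering at resolution 0.5 gave 227, ordinary neighbours gave 13, and stages balanced within the class gave 21.

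Several spermatid lists passed in M1/M2, but most of them only with the stages of the class as they were. With stages balanced, X-linked spermatid genes still passed, at 0.46 (adjusted p = 1.12e-05) against 1.15 without the balance. Acrosome (0.06, adjusted p = 0.236), flagellum (0.03, adjusted p = 0.463), chromatin condensation (0.30, adjusted p = 0.279), Y-linked (0.28, adjusted p = 0.0524), X-linked housekeeping (0.09, adjusted p = 0.334) and chromosome segregation genes (-0.03, adjusted p = 0.881) did not pass, and neither did the ES markers of the study (0.09, adjusted p = 0.0642). The following values are without that balance. Acrosome genes rose (40 genes, 0.57, adjusted p = 3.21e-11, adjusted p = 0.675 with an estimated correlation, 12 called, 22 higher and 1 lower over the list alone). Among its members were Tmem190 (1.39 ± 0.13, adjusted p = 0.0123, 18.6 ± 1.39 to 48.9 ± 5.55 CPM), Fam209 (1.23 ± 0.15, adjusted p = 0.0162, 45.3 ± 3.3 to 107 ± 22.3 CPM) and Spaca4 (1.33 ± 0.20, adjusted p = 0.0263). X-linked spermatid genes rose (24 genes, 1.15, adjusted p = 2.14e-17, adjusted p = 0.598 with an estimated correlation, 8 called, 21 over the list alone). Among them were Spaca5 (1.62 ± 0.21, adjusted p = 0.0218), Prdx4 (1.68 ± 0.28, adjusted p = 0.0314), Fthl17a (1.38 ± 0.24, adjusted p = 0.0349) and the sheath protein gene Akap4 (1.33 ± 0.25, adjusted p = 0.0418). Y-linked genes rose (9 genes, 0.56, adjusted p = 0.00171, adjusted p = 0.598 with an estimated correlation, 2 called, 5 over the list alone). These were the multicopy genes Ssty2 (1.40 ± 0.23, adjusted p = 0.0325) and Sly (1.35 ± 0.28, adjusted p = 0.0457). X-linked housekeeping genes rose (22 genes, 0.33, adjusted p = 0.0184, adjusted p = 0.675 with an estimated correlation, 2 called, 5 over the list alone), with Utp14a (1.13 ± 0.22, adjusted p = 0.0426) and Cul4b (0.73 ± 0.16, adjusted p = 0.0494). Flagellum genes (43 genes, 0.19, adjusted p = 0.0215, adjusted p = 0.826 with an estimated correlation, 5 called, 14 higher and 1 lower over the list alone) rose with Odf1 (1.02 ± 0.15, adjusted p = 0.0258) and Efcab9 (1.18 ± 0.22, adjusted p = 0.0424). Chromatin condensation genes rose (13 genes, 0.66, adjusted p = 0.00123, adjusted p = 0.675 with an estimated correlation, 3 called, 6 over the list alone), with Prm3 (1.26 ± 0.23, adjusted p = 0.0397), Spaca1 (1.08 ± 0.23, adjusted p = 0.0481, 115 ± 39.7 to 243 ± 12.2 CPM) and Spata46 (0.94 ± 0.20, adjusted p = 0.0492). Genes of chromosome segregation fell as a set (29 genes, -0.22, adjusted p = 0.0184, adjusted p = 0.675 with an estimated correlation) with 0 called, Sgo2a (-0.34 ± 0.10, adjusted p = 0.0957) and Cdk1 (-0.29 ± 0.11, adjusted p = 0.168) having the smallest p. Mitochondrially encoded genes fell (12 genes, -2.09, adjusted p = 7.14e-10, adjusted p = 0.675 with an estimated correlation, 1 called, 11 over the list alone).

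Spermatogonia and spermatids differed in few single genes. In spermatogonia 3 of 10947 genes were called in edgeR, Ago1, Ago3 and Gm8797 (3.42 ± 0.30, adjusted p = 0.011, 41 ± 13 to 451 ± 159 CPM). Of all genes 627 had an unadjusted p below 0.05, DESeq2 called 11, and the fit blocked on replicate number called 12. Immediate early genes fell as a set there (16 genes, -0.42, adjusted p = 0.00123, adjusted p = 0.598 with an estimated correlation), with Egr1 (-1.18 ± 0.42, adjusted p = 0.832), Fos (-0.70 ± 0.43, adjusted p = 0.832) and Klf2 (-0.51 ± 0.22, adjusted p = 0.832) lower without passing. Synaptonemal complex and axis genes rose (14 genes, 0.23, adjusted p = 4.29e-05, adjusted p = 0.598 with an estimated correlation), with Hormad2 (0.39 ± 0.13, adjusted p = 0.832) and Sycp3 (0.28 ± 0.10, adjusted p = 0.832) higher without passing. Nuclear oxidative phosphorylation genes rose (84 genes, 0.15, adjusted p = 0.00117, adjusted p = 0.716 with an estimated correlation), though not with stages balanced (0.09, adjusted p = 0.24), and mitochondrially encoded genes fell (13 genes, -0.76, adjusted p = 5.18e-20, adjusted p = 0.598 with an estimated correlation, 0 called, 9 over the list alone). Without wild-type replicate 1, 2 or 3 the count of called genes was 1, 21 or 2, and without knockout replicate 1, 2 or 3 it was 2, 1 or 2. In spermatogonia 13.22% of genes did not overlap between genotypes, against 10% by chance.

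Among spermatids, RS2 had 8 called genes of 10914 (4 higher, 4 lower) in edgeR. These included Gm8797 (4.22 ± 0.42, adjusted p = 0.00117, 60.4 ± 45.8 to 1110 ± 443 CPM), Zbtb8os (1.57 ± 0.21, adjusted p = 0.0102, 15 ± 5.47 to 43.4 ± 3.69 CPM) and Ggct (1.43 ± 0.23, adjusted p = 0.0404, 15.2 ± 5.06 to 40.3 ± 2.97 CPM) higher and Gm43446 (-1.83 ± 0.24, adjusted p = 0.0102, 57.4 ± 10.4 to 16.3 ± 6.78 CPM), Rragc (-1.66 ± 0.26, adjusted p = 0.0404, 41.2 ± 14.6 to 12.9 ± 4.13 CPM) and Lyar (-1.34 ± 0.21, adjusted p = 0.0404, 24.9 ± 6.33 to 9.64 ± 2.19 CPM) lower. Zbtb8os and Rragc lie within 20 Mb of the Argonaute locus on chromosome 4. Nuclear oxidative phosphorylation genes rose in RS2 (77 genes, 0.21, adjusted p = 1.75e-05, adjusted p = 0.716 with an estimated correlation), though not with stages balanced (0.09, adjusted p = 0.0544). Mitochondrially encoded genes fell (6 genes, -0.65, adjusted p = 0.00856, adjusted p = 0.716 with an estimated correlation), but stood at 0.313 (adjusted p = 0.392) without doublet removal and did not pass without knockout replicate 3. Zp3r, Acrv1 and Adam4 did not pass (0.12 ± 0.20, adjusted p = 0.851, 0.10 ± 0.18, adjusted p = 0.864 and -0.37 ± 0.19, adjusted p = 0.511). In RS2 1168 genes had an unadjusted p below 0.05, DESeq2 called 19, and the fit blocked on replicate number called 44. Without wild-type replicate 1, 2 or 3 the count was 0, 468 or 15, and without knockout replicate 1, 2 or 3 it was 0, 4 or 5. Of all genes 15.37% did not overlap, against 10% by chance.

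Elongating spermatids had 0 called genes among 2006 tested in edgeR, with 246 at an unadjusted p below 0.05, while DESeq2 called 16, all lower in knockout. Flagellum genes fell as a set (14 genes, -0.30, adjusted p = 0.0368, adjusted p = 0.675 with an estimated correlation) and ribosomal protein genes rose (58 genes, 0.10, adjusted p = 0.0406, adjusted p = 0.836 with an estimated correlation). With 1 library left out the ribosomal shift ran from -0.038 (adjusted p = 0.91, without wild-type replicate 3) to 0.37 (without wild-type replicate 2) and passed in 2 of 6 fits, while flagellum genes stayed lower in each but passed in 1. The kinase genes Tssk6 (-0.54 ± 0.13, adjusted p = 0.331, 6090 ± 1300 to 4160 ± 441 CPM) and Tssk3 (-0.43 ± 0.15, adjusted p = 0.331) were lower, and Qrich2 (1.26 ± 0.44, adjusted p = 0.331) and Ndufb8 (1.70 ± 0.45, adjusted p = 0.331) higher, without passing. The depth of 852 cells left few genes to test. Without wild-type replicate 1 or knockout replicate 1 the count was 1.

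Stage markers that the study chose on these same wild-type libraries moved in 23 of 44 tests, 0 of them with an estimated correlation, and are not independent evidence. In leptotene/zygotene cells the pachytene markers fell (88 genes, -0.46, adjusted p = 2.88e-13, adjusted p = 0.584 with an estimated correlation, 22 called, 23 over the list alone) and spermatogonial markers rose (98 genes, 0.21, adjusted p = 7.84e-06, adjusted p = 0.584 with an estimated correlation, 14 higher and 1 lower, 18 and 1 over the list alone). The stage score was built from autosomal members of these lists, so its values repeat this observation. Pachytene/diplotene cells had lower markers of diplotene and dividing cells (100 genes, -0.71, adjusted p = 3.02e-28, adjusted p = 0.584 with an estimated correlation, 46 called, 65 over the list alone) and higher markers of leptotene/zygotene cells (95 genes, 0.37, adjusted p = 2.45e-11, adjusted p = 0.6 with an estimated correlation, 16 higher and 1 lower, 26 and 5 over the list alone). Spermatogonial markers rose there too (91 genes, 0.385, adjusted p = 3.99e-07, adjusted p = 0.6 with an estimated correlation, 7 higher and 1 lower, 16 and 1 over the list alone), at 0.402 with stages balanced (adjusted p = 1.05e-06), as did pachytene markers (95 genes, 0.269, adjusted p = 5.73e-07, adjusted p = 0.6 with an estimated correlation, 2 called). In M1/M2 the ES markers rose (59 genes, 0.64, adjusted p = 3.49e-13, adjusted p = 0.584 with an estimated correlation, 10 called, 32 over the list alone), though not with stages balanced (0.091, adjusted p = 0.0642), and RS2 markers rose there with and without that balance (24 genes, 0.65, adjusted p = 0.0283, adjusted p = 0.652 with an estimated correlation, 1 called, and 0.496, adjusted p = 0.0328, balanced). Markers of diplotene and dividing cells fell (100 genes, -0.32, adjusted p = 8.06e-13, adjusted p = 0.584 with an estimated correlation, 5 called, 5 over the list alone), and stood at -0.182 with stages balanced. Pachytene markers fell as well (95 genes, -0.30, adjusted p = 6.58e-07, adjusted p = 0.652 with an estimated correlation, 1 called, 0 over the list alone), but stood at 0.002 with stages balanced (adjusted p = 0.839). RS2 markers fell in RS2 (66 genes, -0.26, adjusted p = 5.34e-09, adjusted p = 0.6 with an estimated correlation) with 0 called, though not with stages balanced (-0.062, adjusted p = 0.17). ES markers fell in RS2 (66 genes, -0.41, adjusted p = 1.37e-21, adjusted p = 0.584 with an estimated correlation) and in ES (66 genes, -0.56, adjusted p = 1.97e-17, adjusted p = 0.584 with an estimated correlation), also with 0 called. With stages balanced, the ES markers in RS2 stood at -0.171. In spermatogonia the markers of diplotene and dividing cells rose (48 genes, 0.39, adjusted p = 1.25e-07, adjusted p = 0.6 with an estimated correlation) with 0 called, and fell without doublet removal (-0.641, adjusted p = 0.000445).

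Other lists did not pass. The list of meiotic cell cycle regulation did not pass in leptotene/zygotene cells (31 genes, adjusted p = 0.929), pachytene/diplotene cells (33 genes, higher by 0.244, adjusted p = 0.079) or M1/M2 (32 genes, lower at -0.168, adjusted p = 0.079). In leptotene/zygotene cells its median change was -0.04, its mean 0.04 and the camera test pointed down. Within it 3 genes rose there, Prdm9 among them, and Cntd1 and Piwil2 fell. Subunits of the BAF chromatin remodeller did not pass (adjusted p = 0.376 in spermatogonia, 0.217 in leptotene/zygotene cells, 0.459 in pachytene/diplotene cells, 0.376 in M1/M2 and 0.494 in RS2), although Smarcb1 (-0.65 ± 0.12, adjusted p = 0.0143) fell in leptotene/zygotene cells and Bcl7c (-1.13 ± 0.23, adjusted p = 0.0426) and Smarca2 (-0.82 ± 0.19, adjusted p = 0.0463) in pachytene/diplotene cells. Of genes with seed sites of 8 miRNA families no set passed in 56 tests (camera, adjusted p = 0.982 to 0.996), the smallest unadjusted p being 0.0609 for miR-26 in leptotene/zygotene cells. Of the 40 control sites per class, 0 had p below 0.05, fewer than the 5% that chance gives, so the test is too conservative to exclude a shift. Of the fixed lists that did not pass, 16 had a median and a mean or test of opposite sign, such as the retrogenes in pachytene/diplotene cells (median 0.15, mean -0.16). Small RNAs and chromatin accessibility were not analysed here.

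Genes near the deleted locus on chromosome 4 were called more often than genes elsewhere. Within 20 Mb of the Argonaute locus 66 of 523 genes (12.62%) were called in at least 1 of 7 classes, 33 higher and 33 lower, against 1613 of 18190 (8.868%) elsewhere (odds ratio 1.484, Fisher exact p = 0.00503). By class the share was 10.61% against 6.599% in pachytene/diplotene cells (adjusted p = 0.0117), 7.031% against 3.081% in M1/M2 (adjusted p = 0.00107), 2 of 295 against 6 of 10283 in RS2 (adjusted p = 0.034) and 4.478% against 5.221% in leptotene/zygotene cells (p = 0.677), all by Fisher exact test. Named genes of the region are Cap1, higher in 3 classes (leptotene/zygotene 0.77, pachytene/diplotene 1.41, M1/M2 1.04), Hdac1, lower in the same 3 (-0.94, -0.79 and -0.94), and Zbtb8os, higher in pachytene/diplotene cells (0.67), M1/M2 (0.97) and RS2 (1.57). Of 242 windows of 10 Mb over the genome, the one at 120 to 130 Mb of chromosome 4 had 32 of 139 genes called (adjusted p = 0.000124). Without knockout replicate 1 the odds ratio near the locus by Fisher exact test was 0.9466, without wild-type replicate 1 it was 1.258 (p = 0.487) and without wild-type replicate 3 it was 1.207 (p = 0.13).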

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

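Of the tests weighed here, the stage test for X-linked genes in leptotene/zygotene cells was chosen before its result was seen, and all others after. Among the genes named by rule, 10 stood out because their change had opposite signs in 2 classes, with all 3 knockout libraries on one side of wild type in each. By chance 10% of unchanged genes would lie so in a class. Of tested genes, 27.37% did in leptotene/zygotene cells, 41.5% in pachytene/diplotene cells and 31.74% in M1/M2. These differences between classes were not tested. Called in both classes were Ago3, at -3.55 in spermatogonia and 2.92 in M1/M2, and H2afx, at -0.89 in leptotene/zygotene and 0.71 in pachytene/diplotene cells. H2afx is among the leading genes of cluster 16 of pachytene/diplotene cells, which was larger in knockout. Knockout counts of Ago3, and of Ago4 below, come from the allele altered by the deletion. Ago2 was called at -0.73 in leptotene/zygotene cells and not at 0.69 in spermatogonia (adjusted p = 0.832), and Ago4 was called at -1.09 in pachytene/diplotene cells and not at 1.36 in RS2 (adjusted p = 0.45). The RS2 value of Ago4 rests on 18 UMIs in wild type and 43 in knockout. In leptotene/zygotene cells 1700102P08Rik was called at -0.84 and not at 0.39 in pachytene/diplotene cells (adjusted p = 0.0607), and Rbmxl2 was called at -0.77 and not at 0.43 in M1/M2 (adjusted p = 0.057). Akap4 was called at 1.33 in M1/M2 and not at -0.39 in RS2 (adjusted p = 0.46). In pachytene/diplotene cells Qrich2 was called at -0.85 and not at 1.26 in ES (adjusted p = 0.331), and Rsph6a was called at -1.0 and not at 0.48 in RS2 (adjusted p = 0.45). Pdha2 was called in neither class, at -0.65 in leptotene/zygotene cells (adjusted p = 0.0516) and 0.41 in RS2 (adjusted p = 0.435).

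Higher X-linked RNA in knockout leptotene/zygotene cells could follow from a class that holds earlier cells, from free spermatid RNA or from the depth gap between batches. The median stage score was lower in all 3 knockout libraries than in wild-type replicates 1 and 2 (0.678 to 0.831 against 1.219 and 1.067) but like that of wild-type replicate 3 (0.74), and with cells matched in 5 stage bins the log2 difference in X share fell from 0.674 to 0.307, below the limit set for earlier stages as a cause. Yet the score rests on study markers that moved with genotype in this class, so matching on it cannot tell stage from a knockout effect. In addition, 4 of the 5 bins had fewer than 20 cells in some library. The remaining bin gave 0.893 (exact p = 0.2) with knockout replicate 1 below wild-type replicate 1. With stages balanced the X-linked shift was 0.822. That balance rested almost wholly on subclusters of 31, 52 and 109 and of 50, 47 and 142 wild-type cells, against 106, 175 and 367 and 144, 127 and 283 knockout cells. It is too coarse to settle the point, so how much of the X-linked difference is stage is left open. Acrosome genes fell by 0.806 in the class, while free spermatid RNA would raise them. Only 7 of them were tested, and a class of earlier cells could lower them too, so this test cannot exclude free RNA. The X-linked shift was 0.561 in batch 2 alone, which speaks against the depth gap. The biological reading, less silencing of the X at matched stage in the knockout, is therefore neither excluded nor established.

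Calls near the deleted locus could come from variants linked to the allele, which was made in cells of another strain, or from a region dense in genes. Per the paper, the mice were then crossed to a deleter strain of mixed background, so variants may also lie away from the locus. Linked variants would act in many classes, and autosomal genes called in several classes lay near the locus more often than genes called in 1 class (14.1% against 3.39%, odds ratio 4.67, Fisher exact p = 0.00025). That meets the prediction. A region of chromosome 3 from 130 to 140 Mb, away from the locus and picked from these same calls, shows the same (4 of 71 genes against 11 of 1594, Fisher exact p = 0.0029). The test is thus not particular to the locus, but variants carried elsewhere could give this as well. The region therefore neither argues against variants nor establishes them, and the cause is left open. Dense gene content is excluded as the cause, since calls were counted per tested gene (odds ratio 1.484, Fisher exact p = 0.00503), although the excess itself was absent without knockout replicate 1 (0.9466). The study kept its lines on C57BL/6J after backcrossing, and the strain labels of the wild-type libraries, which count up by 1 from replicate to replicate, were not read as 3 strains, but sequence variants were not analysed here, and a regulatory effect of the deletion itself on its neighbours was not tested.

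Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split against the highest other was 601 against 0 called genes in leptotene/zygotene cells (1 of 10 splits as large), 855 against 0 in pachytene/diplotene cells (1), 498 against 136 in M1/M2 (1), 3 against 75 in spermatogonia (2), 8 against 519 in RS2 (2) and 0 against 1 in ES (10). In spermatogonia and RS2 another split calls several times the real count, that of wild-type replicates 1 and 3 with knockout replicate 1 against the rest, which points to structure among the samples. Both batch 1 libraries are then on the same side. With the batch term, that split compares wild-type replicate 3 with the other libraries of batch 2. For the X-linked set the real and highest other shifts were 0.728 and 0.6835 in leptotene/zygotene cells (1), 0.689 and 0.697 in M1/M2 (2), 0.387 and 1.438 in pachytene/diplotene cells (7), 0.107 and 0.2084 in RS2 (2), 0.06 and 0.0930 in spermatogonia (5), and 0.064 and 0.4106 in ES (7). In leptotene/zygotene cells, M1/M2, pachytene/diplotene cells and ES the highest other shift came from wild-type replicates 1 and 2 with knockout replicate 1 against the rest. With the batch term, that split compares wild-type replicate 2 with the rest of batch 2, mostly knockout. It still carries part of the genotype difference and is not of like design to the real split. For fixed lists passing it was 43 against 48 (2), for study markers 23 against 29 (8), for the meiotic list 0 against 1 (10), for miRNA seed sites 0 against 0 (10) and for called genes near the locus 66 against 21 (1).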

How the results depend on the processing

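The direction of the X-linked shift held in leptotene/zygotene cells (0.605 to 0.828) and M1/M2 (0.611 to 0.795) whichever library was left out, while counts of called genes moved with most choices. With stages balanced the M1/M2 shift was smaller, at 0.261 against 0.689, so part of it depends on the stages in the class. Of 2933 comparisons of named genes 3 reversed, 1601 stayed and 1329 weakened, and of 812 comparisons of lists 4 reversed, 680 stayed and 128 weakened. DESeq2 size factors left 15 of 15 results unchanged, no fold change minimum 6 of 6, ratios per cell 6 of 6, and removal of the 10 highest X-linked genes 6 of 6. A window of 10 Mb gave an odds ratio of 1.736 near the locus. Except where the alternative itself tests fewer cells, genes or libraries, the cause was not tested. ES could not be balanced by stage, and ES calls and its X-linked set were not run with ordinary neighbours. A simulated log2 change of 1 was found in 46.7% of changed genes in ES and 68.4% in pachytene/diplotene cells.

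Leaving out 1 library at a time gave 1 to 21 called genes in spermatogonia, 146 to 675 in leptotene/zygotene cells, 0 to 31 in pachytene/diplotene cells, 0 to 2172 in M1/M2, 0 to 468 in RS2 and 0 to 1 in ES. Ago gene calls numbered 3 to 6 against 10 with all libraries. The X-linked shift ran from 0.025 to 0.099 in spermatogonia, 0.097 to 0.879 in pachytene/diplotene cells and -0.149 to 0.259 in ES. The odds ratio near the locus ran from 0.9466 to 2.431. Ribosomal protein genes ran from -0.038 to 0.37 in ES, and the share of cells from -1.25 to 1.31 in ES and -0.52 to 3.33 in pachytene/diplotene. These fits have fewer libraries.

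On batch 2 alone, an alternative chosen after seeing the data, calls were 1 in spermatogonia, 175 in leptotene/zygotene cells, 1 in M1/M2 and 0 in pachytene/diplotene cells and RS2, with 3 Ago gene calls and an odds ratio of 1.259 (Fisher exact p = 0.604) near the locus. DESeq2 called 11 genes in spermatogonia, 1381 in pachytene/diplotene cells, 1103 in M1/M2, 19 in RS2 and 16 in ES. Without a batch term calls were 284 in leptotene/zygotene cells, 1408 in pachytene/diplotene cells, 910 in M1/M2 and 1 in RS2. Without the low-count filter they were 146 in spermatogonia, 1093 in leptotene/zygotene cells, 2274 in pachytene/diplotene cells, 1619 in M1/M2, 99 in RS2 and 10 in ES, and the X-linked shift was 0.109 in pachytene/diplotene cells, -0.029 in RS2 and -0.58 in ES. The cause was not tested. With an estimated correlation 0 fixed lists and 0 study lists passed, and the X-linked set (0.728 in leptotene/zygotene cells, 0.689 in M1/M2, 0.387 in pachytene/diplotene cells, 0.107 in RS2) lost its call in each.

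With replicate number as a block, calls were 12 in spermatogonia, 1401 in pachytene/diplotene cells, 86 in M1/M2 and 44 in RS2, and 603 against 601 in leptotene/zygotene cells. In pachytene/diplotene cells, M1/M2 and ES equally numbered libraries did not all deviate together, although over all germ cells they did (0.636, 0.151 and 0.434), so whether the numbers pair the libraries there is left open. The cause was not tested.

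At 3000 UMIs per cell calls were 343 in leptotene/zygotene cells, 9 in pachytene/diplotene cells, 14 in M1/M2 and 4 in RS2, the X-linked shift (camera on the edgeR fit) was 0.092 (adjusted p = 0.0318) in spermatogonia and 0.208 (adjusted p = 0.0982) in pachytene/diplotene cells, and the share of pachytene/diplotene cells changed by -0.1. That filter leaves fewer cells. Without doublet removal calls were 103 in leptotene/zygotene cells, 2 in pachytene/diplotene cells, 28 in M1/M2 and 0 in RS2; Lyar in RS2 was 0.68 (adjusted p = 0.646) against -1.34, the X-linked shift (camera on the edgeR fit) 0.237 (adjusted p = 3.94e-07) in spermatogonia and 0.105 (adjusted p = 0.0908) in RS2, mitochondrially encoded genes in RS2 0.313, study markers of diplotene and dividing cells in spermatogonia -0.641, and the share of pachytene/diplotene cells changed by -1.01. The cause was not tested.

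Clustering at resolution 0.5 gave 21 calls in leptotene/zygotene cells, 24 in pachytene/diplotene cells, 227 in M1/M2 and 1 in RS2, an X-linked shift of 0.075 in pachytene/diplotene cells, 0.094 in RS2 and -0.007 in ES, and a change in the pachytene/diplotene share of -0.99. Clustering at resolution 2 gave 210 calls in M1/M2 and 5 in RS2. Ordinary neighbours gave 1 call in leptotene/zygotene cells, 13 in M1/M2 and 0 in RS2; in pachytene/diplotene cells the X to autosome ratio changed by -0.0001, the X-linked shift was 0.101 and the share changed by -2.09, the RS2 share changed by 5.07, and Gm10619 in leptotene/zygotene cells was 0.22 against -2.84. As cell counts in edgeR, the log2 share changed by 1.183 in spermatogonia, 1.346 in leptotene/zygotene and -0.024 in pachytene/diplotene cells. The cause was not tested.

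With stages balanced, calls were 977 in leptotene/zygotene cells, 1402 in pachytene/diplotene cells, 21 in M1/M2 and 2 in RS2, the X-linked shift in spermatogonia (camera on the edgeR fit) was 0.082 (adjusted p = 0.0243), Utp14a in M1/M2 was -0.05 against 1.13, and the study markers of pachytene cells in M1/M2 were at 0.002. The cause was not tested.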

Other observations

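Several genes differed strongly between the genotypes in 1 or more classes, and they were picked after their values had been seen. Gm8797 on chromosome 3 was called in spermatogonia, leptotene/zygotene cells, pachytene/diplotene cells, M1/M2 and RS2 and over all germ cells lay at 1240, 1120 and 2270 CPM in the knockout replicates against 77.2, 47.2 and 144 CPM in wild type, a ratio of 18.2. Guca2b, which lies on chromosome 4 near the deleted locus, had 10 UMIs in wild type and 992 in knockout over all germ cells (ratio 127, or 0.00788 of the knockout level in wild type with a counting interval of 0.00377 to 0.0146), with all 10 in wild-type replicate 1, and rose in pachytene/diplotene cells (5.96, adjusted p = 0.0409) and M1/M2 (7.63, adjusted p = 0.0123) in edgeR. The pigment gene Tyr had 5 and 313 UMIs (ratio 80.1, wild type at 0.0125 of knockout, interval 0.00403 to 0.0295) and Rab4a had 86 and 460 (6.84). In the other direction, 1700021L23Rik had 900 UMIs in wild type and 38 in knockout (ratio 18.5), Adh4 had 2779 and 591 (3.68), Gm43446 had 2778 and 710 (3.06) and Lamtor3 had 1869 and 736 (1.99). Of these, 1700021L23Rik lies within 20 Mb of the Argonaute locus on chromosome 4. Adh4 and Lamtor3 lie on chromosome 3 between 130 and 140 Mb, and Gm43446 further along that chromosome. Whether position plays a part was not tested for single genes. Lamtor3 fell by 1.25 in leptotene/zygotene cells (adjusted p = 0.0116), 1.17 in pachytene/diplotene cells (adjusted p = 0.0409) and 2.58 in M1/M2 (adjusted p = 0.0168), and Gmds rose in 3, by 0.63 in leptotene/zygotene cells (adjusted p = 0.0189), 0.58 in pachytene/diplotene cells (adjusted p = 0.0409) and 0.91 in M1/M2 (adjusted p = 0.0481).

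Of autosomal genes other than Ago1, Ago3 and Ago4, 71 were called in more than 1 class in a single direction. Calls shared between classes numbered 45 for leptotene/zygotene and pachytene/diplotene cells (22.3 expected, 32 in the same direction and 13 in the opposite), 46 for pachytene/diplotene cells and M1/M2 (16.3 expected, 44 in the same direction) and 30 for leptotene/zygotene cells and M1/M2 (11 expected, 29 in the same direction). The same libraries and batches stand behind each class, so these overlaps are not independent of each other. On chromosome 3, the window at 130 to 140 Mb held 15 called genes of 64 tested (adjusted p = 0.0522).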
